A study of Mus musculus with 6 samples. Its data were reported in "Expansion of interferon inducible gene pool via USP18 inhibition promotes cancer cell pyroptosis" (2023).

How the data were processed

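Bulk RNA sequencing was performed on mouse leukaemia cells driven by AE9a, a truncated form of the AML1-ETO fusion protein, that carried 1 floxed copy of Usp18 and a Cre recombinase activated by tamoxifen. The cells were transplanted into recipient mice, and after disease had developed the recipients received either oil or tamoxifen. Lineage-negative, c-Kit-positive cells were sorted from the spleen 3 days after the first injection. The study also describes a gate on GFP, which the AE9a virus carried. Per the labels, 3 biological replicates were prepared for each of the 2 groups, and these samples also went into ATAC-seq, which was not analysed here. The labels describe this set as another batch of an earlier experiment of the same setting; that earlier batch was not analysed here either.

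The authors deposited estimated counts per gene symbol for the 6 libraries, made with STAR and DESeq2 from paired-end reads of an Illumina NovaSeq instrument. The counting program, the strand setting, the annotation and the genome build of these libraries were not stated. RNA was extracted with Trizol, and the labels name a DNA Flex kit for the libraries while the study names a sequencing provider. The smallest positive value in the deposited table was 0.5 counts, and between 25.9% and 27.4% of the values in a library were not whole numbers. The counts had not been scaled between libraries. They were rounded to whole numbers before testing. The table held 23608 rows. Of its symbols, 97.6% occurred in the GENCODE M21 name table and 97.3% in the RefSeq name table. For 26 rows a spreadsheet had turned the symbol into a date, and 2 of these dates occurred on 2 rows each; these rows stayed in the library sizes and were not named. All the per-sample columns were used, and no row was a total or an unassigned class.

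The numbers of the libraries differed between the sample titles and the table. The titles number the oil samples 1, 2 and 4 and the tamoxifen samples 1, 3 and 4, whereas the columns number the oil libraries 1, 3 and 4 and the tamoxifen libraries 1, 2 and 4. Libraries are named here by the numbers of the table. The columns oil 3 and tamoxifen 2 were used as replicates of the group that the column name gives.

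Counts were analysed in R 4.3.3 with edgeR 4.0.16, using filterByExpr by group, TMM normalization and the quasi-likelihood F test without a block. No block was used because the study does not mention one, and it does not state its design. After filtering, 11614 genes were tested. P-values were adjusted by the Benjamini-Hochberg method over these genes, and genes with an adjusted p-value under 0.05 were counted. Expression is given as CPM, the count of a gene relative to the TMM-scaled total of the tested genes in its library. Standard errors of log2 fold changes were derived from the F statistics. For correlations, principal components and list shifts, log2 CPM was computed with a prior count of 2. Where all the libraries of a group held 3 counts or fewer of a gene, the fold was computed against 3 counts and is a lower bound. A count of 3 corresponded to between 0.145 and 0.177 CPM. Counting floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules.

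Before the data were examined, 11 gene lists, the tests, the alternatives and the rule for naming genes were fixed. The lists were genes named by the study, type I interferon-stimulated genes, p53 target genes, NF-kB target genes, inflammasome and pyroptosis genes, cholesterol synthesis genes, and markers of erythroid, B, T and NK, neutrophil and macrophage cells. Lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and lists with fewer than 3 tested genes were not tested. This left 8 lists, over which p-values were adjusted; the planned adjustment was over 11. The genes named are Usp18, the genes named by the study, at most 3 members with the largest absolute log2 fold change of each list with a camera adjusted p-value under 0.05, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and groups that did not overlap. Other genes are said to have been chosen after their values were seen. Mast cell and granulocyte-monocyte progenitor lists were added after the data were seen.

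The alternatives were DESeq2 size factors and upper-quartile normalization within edgeR, the DESeq2 1.42.0 Wald test, limma-voom, no low-count filter, a filter at a mean of 50 counts, a replicate block, each library left out in turn, the thresholds of the study's volcano plot, camera with an estimated correlation and fry. Fits that kept the unrounded counts, and fits with lowess offsets (span 0.3) for GC content and transcript length, were added after seeing the data, as was the DESeq2 test at the thresholds of the volcano plot. The scripts were tested on simulated data, drawn for 11614 genes from the means, dispersions and sizes of the real libraries with 200 genes changed. They recovered 96.0% of the 4-fold changes and 75.8% of the 2-fold changes, and 4.47% of the 179 genes called had no true change. A simulation without any change gave 0 calls. In both simulations the genes varied independently and the replicates of a group were exchangeable. Among the real libraries tamoxifen 4 stood apart from its group, so these rates check the scripts and not the error in the real data. Gene positions are those of GENCODE M21 on GRCm38, matched by symbol.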

Results

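The data were 6 RNA-seq libraries of sorted AE9a leukaemia cells from the spleens of recipient mice, with 3 labelled oil (Usp18+/f) and 3 labelled tamoxifen (Usp18+/Δ, in which Cre is meant to remove the floxed copy). Each library held between 17118964 and 20741399 counts. The oil libraries held at least 17856555.5 counts and the tamoxifen libraries at most 18025456.5, so the groups overlapped in depth. The most abundant gene, Eef1a1, took between 1.07% and 1.23% of the counts in a library. Xist was present at 861 to 1117 CPM in all 6 libraries, and the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y did not exceed 0.413 CPM in any of them. No pair of replicates was a repeated library: the chi-square statistic per degree of freedom between replicates of a group was at least 7.32.

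The targeted gene was examined first. Usp18 (chromosome 6, 121245906 to 121270917, plus strand) was measured at 9.12, 10.9 and 11.2 CPM in oil 1, 3 and 4 and at 15.2, 28.0 and 19.4 CPM in tamoxifen 1, 2 and 4. The means were 10.4 ± 1.14 CPM (SD, n = 3) in the libraries labelled oil and 20.9 ± 6.54 CPM (SD, n = 3) in those labelled tamoxifen. The log2 fold change was 0.998 (SE 0.23), with an edgeR adjusted p-value of 0.0739. Usp18 transcript was thus higher, not lower, in the libraries labelled tamoxifen, which goes against the label of a depleted gene. Without tamoxifen 4 the log2 fold change was 1.04 and the edgeR adjusted p-value 0.00654, although Usp18 in that library lay between tamoxifen 1 and 2. With all 6 libraries the adjusted p-value was 0.00202 under the DESeq2 Wald test and 0.0395 in edgeR without a low-count filter. The side of the threshold thus depended on the method as well as on the libraries used. The directions given in the following paragraphs are between libraries labelled tamoxifen and libraries labelled oil, and rest on those labels and not on a fall of Usp18.

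The libraries were next compared as wholes. Correlations of log2 CPM across genes, which are not independent replicates, averaged 0.991 within oil, 0.977 within tamoxifen and 0.968 between groups. Tamoxifen 4 correlated with the oil libraries at 0.982 to 0.985 and with the other tamoxifen libraries at 0.970 and 0.973. The first principal component held 65.1% of the variance. Tamoxifen 1 and 2 scored 37.4 and 47.5 on it, tamoxifen 4 scored -2.99 and the oil libraries scored from -31.1 to -23.4.

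**Figure D1:**
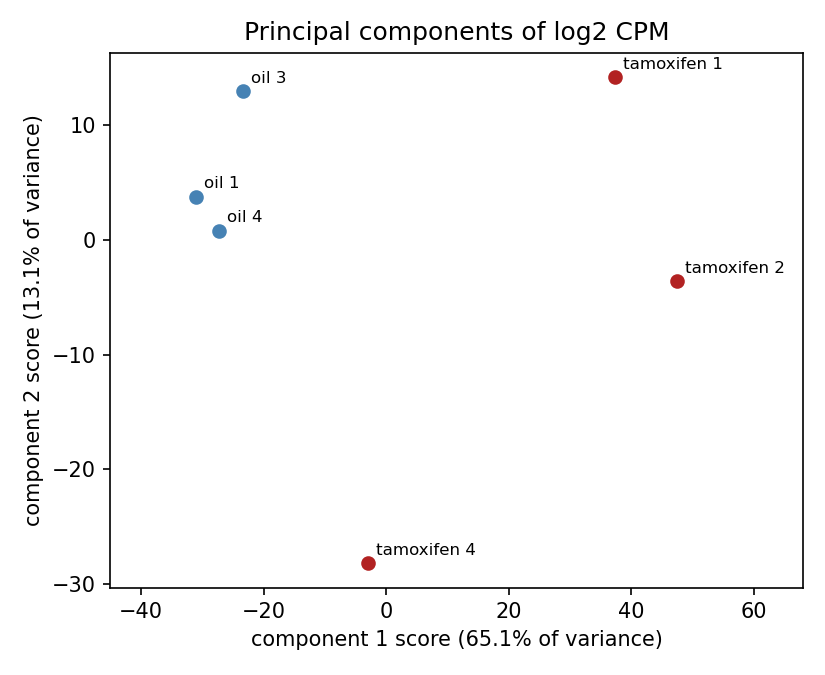
Scores of the 6 libraries on the first (x axis, 65.1% of variance) and second (y axis, 13.1% of variance) principal components of log2 CPM, with each point 1 library, blue for oil and red for tamoxifen. Tamoxifen 4 has a first score of -2.99, between the oil libraries and tamoxifen 1 and 2.

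To find which genes differed after tamoxifen, the groups were compared over 11614 genes. At an edgeR adjusted p-value under 0.05, 203 genes were higher and 31 were lower in the libraries labelled tamoxifen, and the smallest adjusted p-value was 0.00286. Of the genes called, 160 were at least 2-fold higher and 9 at least 2-fold lower by fitted fold change. At an unadjusted p-value under 0.05 there were 2391 genes. The CPM ranges of the groups did not overlap for 2913 tested genes, or 25.1%, where chance gives 10%. These counts changed with each library left out. Without tamoxifen 4, 2278 genes were higher and 2024 lower, whereas leaving out any other library left between 8 and 16 genes higher and 0 lower, beside 1373 to 1659 genes at an unadjusted p-value under 0.05.

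**Figure D2:**
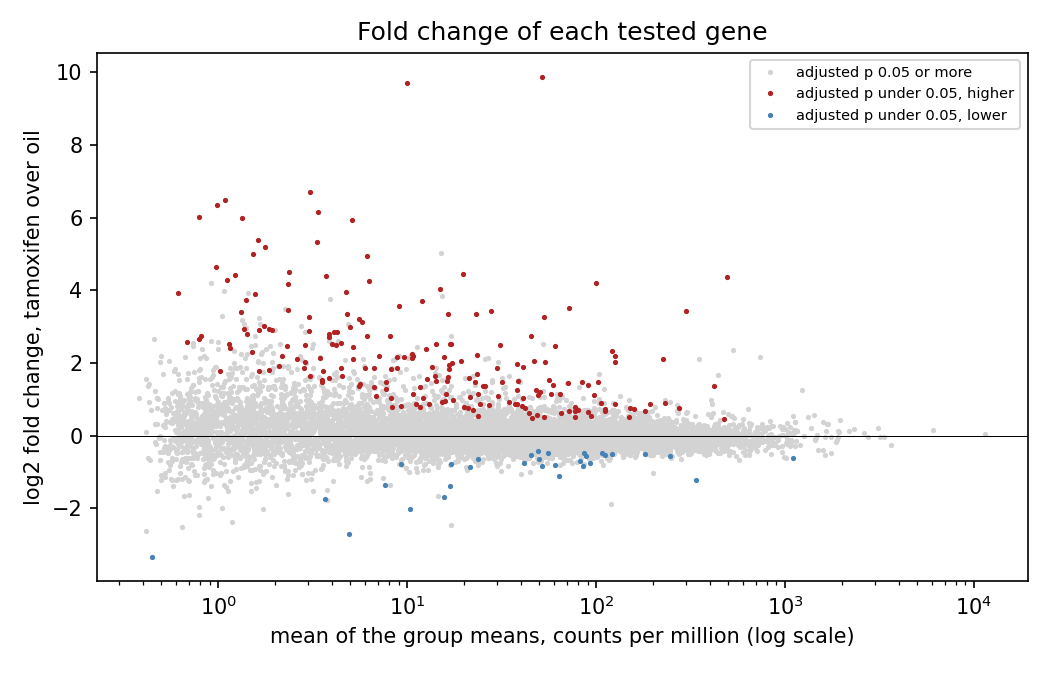
Log2 fold change of tamoxifen over oil (y axis) against the mean of the group means in CPM (x axis, log scale), with 1 point per tested gene. The 203 genes called higher are red and the 31 called lower are blue; points far above 0 at low CPM include genes with almost no counts in oil.

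The 5 largest rises by the naming rule were Serpina3g, Grm6, Cdh13, Gm14005 and Scin. Serpina3g (chromosome 12, 104236245 to 104241939) had 1, 0 and 5 counts in oil 1, 3 and 4 and reached 149, 155 and 6.52 CPM in tamoxifen 1, 2 and 4, with an adjusted p-value of 0.0342. It has close paralogs, so its reads are uncertain if the counting split them. The other 4 genes had 3 counts or fewer in each oil library. Against that floor, Grm6 was at least 118-fold higher, Scin at least 39.5-fold, Cdh13 at least 36.1-fold and Gm14005 at least 12.7-fold. Their adjusted p-values ran from 0.0232 to 0.0449. These bounds rest on tamoxifen means of unequal libraries. In tamoxifen 1, 2 and 4, Grm6 had 19.6, 39.3 and 1.1 CPM, and Scin had 2.85, 15.7 and 1.44 CPM. Cdh13 had 6.64, 10.9 and 0.77 CPM, and Gm14005 had 2.63, 2.60 and 1.22 CPM. The strand setting was not stated, so a transcript overlapping another gene, as a long non-coding locus such as Gm14005 can, is uncertain. The 5 largest falls were Abca9, Camsap2, Cd200r2, Ehf and Shisa6, with log2 fold changes from -2.70 for Abca9 to -1.40 for Shisa6. Ehf (chromosome 2, 103263433 to 103303278) went from 23.9 ± 4.99 CPM to 7.42 ± 1.46 CPM (SD, n = 3 each), a log2 fold change of -1.69 (SE 0.21) with an adjusted p-value of 0.0232. These 10 genes kept an adjusted p-value under 0.05 in only 1 of the 6 fits that each left out a library, the fit without tamoxifen 4.

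The study named 20 genes for this cell population, chosen largely on another set of mice, so the list asked whether the same genes moved here. Of them, 17 were tested and all 17 had a positive log2 fold change, with a median of 1.48. Over all genes tested, 6 had an adjusted p-value under 0.05: Cdkn1a, Zmat3, Tnfsf4, Gzmb, Slfn5 and Eda2r. Adjusted over the list alone there were 15, which is not independent evidence where the study chose genes on these samples. All the tamoxifen libraries lay above all the oil libraries for 13 of the 17. Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 18.6 ± 3.45 CPM to 103 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of 2.47 (SE 0.16) and an adjusted p-value of 0.00286. Zmat3 (chromosome 3, 32334792 to 32366014) rose from 28.9 ± 2.30 to 83.4 ± 10.6 CPM (SD, n = 3 each), a log2 fold change of 1.53 (SE 0.12) and an adjusted p-value of 0.00312. Both were called in all 6 fits that left out a library, with adjusted p-values up to 0.0437 for Cdkn1a and 0.0464 for Zmat3. The calls of Tnfsf4, Gzmb, Slfn5 and Eda2r were kept only without tamoxifen 4. Gzmb had at most 1 count in each oil library and was at least 15.6-fold higher by its tamoxifen mean. It had 0.77, 5.79 and 1.33 CPM in tamoxifen 1, 2 and 4. Among the other interferon-stimulated genes of the list, besides Slfn5, Ifit1 had a log2 fold change of 2.18 (adjusted p-value 0.0609), Irf7 of 1.48 (0.114), Dhx58 of 1.06 (0.0763), Oasl2 of 1.27 (0.0827), Mx1 of 2.98 (0.108), Isg15 of 0.98 (0.188), Xaf1 of 0.79 (0.117) and Rtp4 of 0.76 (0.233), none past the threshold in edgeR. The DESeq2 Wald test, the tool of the study, called 12 of the 17 tested genes of the list where edgeR called 6. It gave adjusted p-values of 3.18e-05 for Ifit1, 0.00119 for Dhx58, 0.00226 for Oasl2, 0.00484 for Mx1, 0.0233 for Xaf1 and 0.0439 for Isg15, and of 0.0752 for Irf7 and 0.142 for Rtp4, which stayed outside the threshold. Cd80, Gadd45b and Gadd45a were outside the threshold under both tools, with edgeR adjusted p-values of 0.163, 0.347 and 0.439 and DESeq2 adjusted p-values of 0.114, 0.366 and 0.479. Plk2, Il10 and S100a8 had too few counts to be tested. Plk2 had 0, 0 and 1 counts in oil 1, 3 and 4 and 3, 3 and 11 in tamoxifen 1, 2 and 4. Il10 did not exceed 4 counts in any library, and S100a8 had 0 counts in all 6, which allows up to 0.177 CPM.

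**Figure D3:**
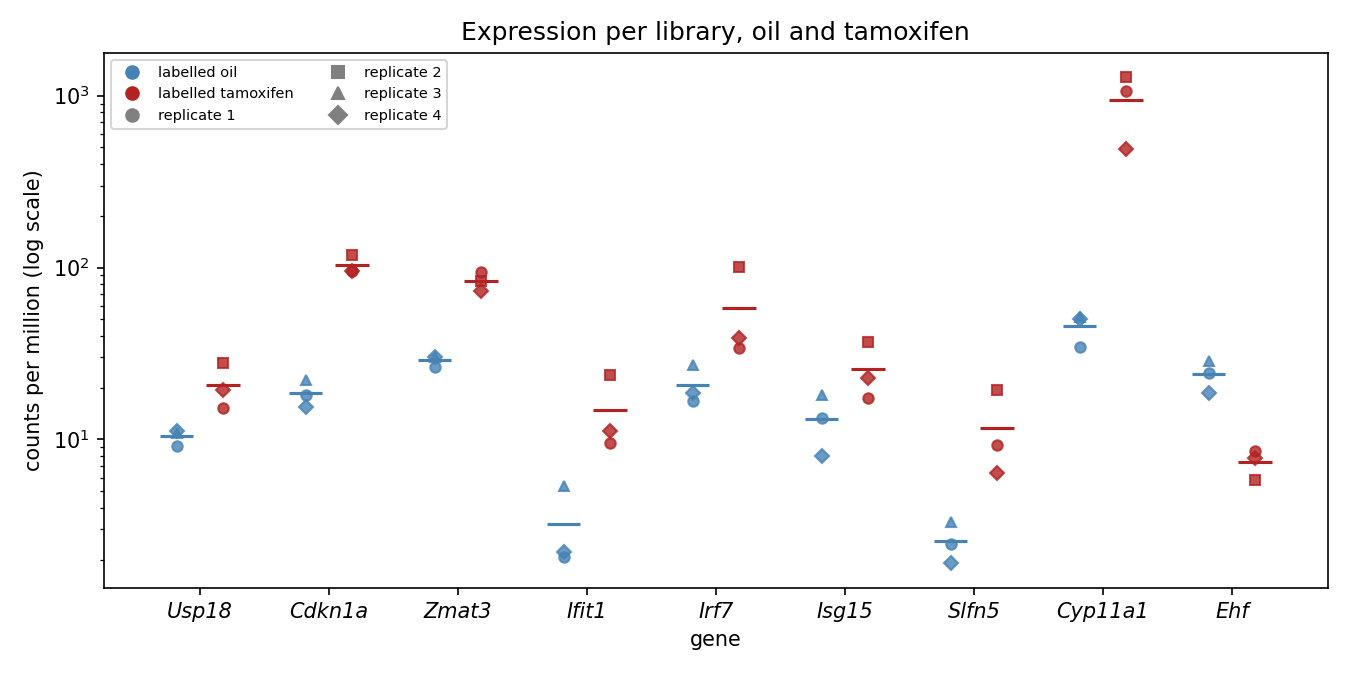
CPM (y axis, log scale) of 9 genes (x axis) in each library, with blue points for libraries labelled oil, red points for libraries labelled tamoxifen, point shape for the replicate number and horizontal lines for the group means. Usp18 has means of 10.4 and 20.9 CPM, and Cdkn1a of 18.6 and 103 CPM.

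Gene lists were then compared between the groups, to ask whether interferon, p53, NF-kB and pyroptosis programmes shifted as wholes. The type I interferon-stimulated genes were higher for 26 of 28 tested, with a median log2 fold change of 0.69 and a camera adjusted p-value of 1.2e-09. Of these, 2 passed the threshold as single genes, Mx2 (log2 fold change 4.28, adjusted p-value 0.0399) and Slfn5, and 20 had an unadjusted p-value under 0.05. Rsad2 and Mx1 had the next largest log2 fold changes of the list, 3.30 and 2.98. The p53 target genes were higher for 20 of 23, with a median of 0.41 and a camera adjusted p-value of 6.13e-11. The largest in this list were Cdkn1a, Perp (2.25, adjusted p-value 0.160) and Eda2r (1.81, adjusted p-value 0.0454). The NF-kB target genes were higher for 15 of 16, with a median of 0.37 and a camera adjusted p-value of 0.000331, and 0 of them passed the threshold singly while 8 had an unadjusted p-value under 0.05. Rel, Ier3 and Nfkbid had the largest values, 2.26, 0.88 and 0.79. Inflammasome and pyroptosis genes were higher for 11 of 14, with a median of 0.19 and a camera adjusted p-value of 0.0131. In it Casp4 (1.91, adjusted p-value 0.0454) and Naip5 (1.36, adjusted p-value 0.0402) passed, Nlrc4 (1.60) did not, and Naip5 shares sequence with Naip2 and Naip6 so that its reads are uncertain. The study itself names 9 genes of the interferon list and 5 of the p53 list. The median of each of these lists was the same with genes at the counting floor set to their bound. The study-named genes as a list had a camera adjusted p-value of 1.1e-21.

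The camera calls depend on the preset correlation between genes. Under fry, the study-named genes (adjusted p-value 0.0321) and the p53 target genes (0.00597) held. The interferon-stimulated genes (0.159), NF-kB target genes (0.160), inflammasome and pyroptosis genes (0.0578) and macrophage markers (0.160) did not. With an estimated correlation the p53 target genes held (0.0354), and the study-named genes did not (0.104). Per library, the interferon list was shifted from the oil mean by 0.45, 1.36 and 0.75 log2 units in tamoxifen 1, 2 and 4, and by 0.24 in oil 3. The p53 list was shifted by 0.50, 0.74 and 0.51, and the NF-kB list by 0.52, 0.82 and 0.09.

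**Figure D4:**
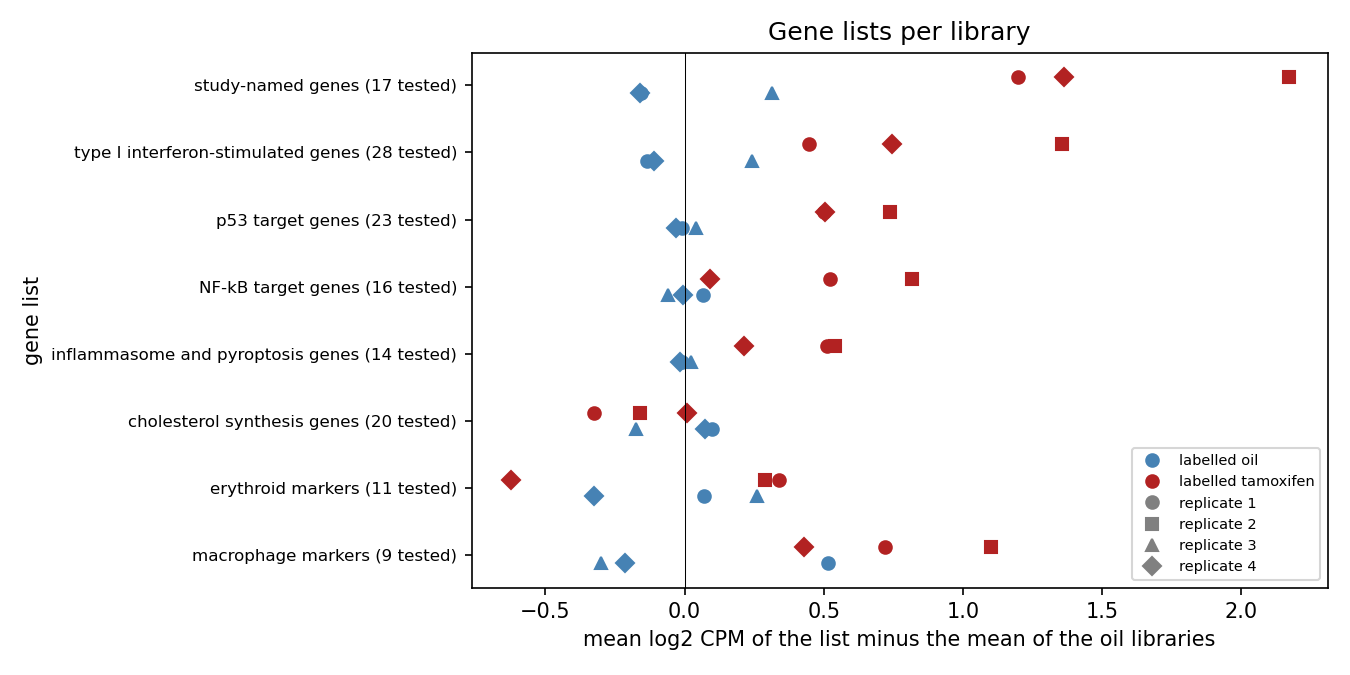
Mean log2 CPM of each tested list minus the mean of the oil libraries (x axis, log2 units) for each list (y axis), with blue for libraries labelled oil, red for libraries labelled tamoxifen and point shape for the replicate number. The p53 list lies at 0.50 or above in all the tamoxifen libraries, while the NF-kB list lies at 0.09 in tamoxifen 4.

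Lists for other cells and for sterol synthesis served as controls. Cholesterol synthesis genes were lower for 18 of 20, with a median log2 fold change of -0.11 and a camera adjusted p-value of 0.0514, which fell to 0.00163 without oil 3. Erythroid markers showed no shift (camera adjusted p-value 0.273), and in this list the alpha-globin genes Hba-a1 and Hba-a2 are near-identical copies. Macrophage markers were higher for 6 of 9, with a median of 0.96 and a camera adjusted p-value of 0.0330, which rose to 0.182 without oil 3. Hmox1 (2.53, adjusted p-value 0.0426), Vcam1 (1.86) and C1qa (1.20) were the largest of these. No B cell or neutrophil marker reached the filter, and their highest values in any library were 0.878 and 0.617 CPM. Of the T and NK cell markers, 2 were tested, so the list was not. Nkg7, named after its values were seen, rose with a log2 fold change of 4.03 (adjusted p-value 0.0410), while Cd3e, Cd8a, Gzma and Prf1 had 0 CPM in all libraries.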

Values the study reported

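The study reported that its RNA-seq of sorted AE9a cells used n = 3 mice each for oil and tamoxifen.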

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

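The number of genes called depended on the method more than on the scaling. DESeq2 size factors and upper-quartile normalization within edgeR gave counts within 1.5 times of those reported, and so did the unrounded counts and the offsets for GC content and length, both chosen after seeing the data. The DESeq2 Wald test gave 742 genes higher and 218 lower, limma-voom 48 and 6, no low-count filter 372 and 61, and the filter at a mean of 50 counts 120 and 17, where fewer genes were tested. All 234 genes called by edgeR were also called by DESeq2, and all 54 genes called by limma-voom were among those called by edgeR. The thresholds of the study's volcano plot (adjusted p-value under 0.005, log2 fold change over 0.5) left 7 genes higher and 0 lower in edgeR, beside 2391 genes at an unadjusted p-value under 0.05. The same thresholds with the DESeq2 Wald test, a combination chosen after seeing the data, left 363 higher and 45 lower. For the other settings the cause was not tested.

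Across the 6 fits that each left out 1 library, the counts ran from 8 to 2278 genes higher and from 0 to 2024 lower, beside 1373 to 5501 genes at an unadjusted p-value under 0.05. Both upper values came without tamoxifen 4. The log2 fold change of Usp18 was positive under all the alternatives, ran from 0.73 to 1.18 across these fits, and passed the threshold under DESeq2 (0.995), without a low-count filter (0.99) and without tamoxifen 4 (1.04), where the adjusted p-value was 0.00654; its adjusted p-value ran from 0.00202 to 0.295 across the alternatives. Of the 25 named genes that were called, 3 were called in all 6 fits: Cdkn1a, Zmat3 and Cyp11a1. DESeq2 called 42 of the 54 named genes tested where edgeR called 25, and 17 of them, Usp18 included, passed in DESeq2 and not in the edgeR fit of all 6 libraries as reported. None of the 54 changed direction under any alternative that gave a value.

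Among the lists, an estimated inter-gene correlation gave adjusted p-values of 0.104 for the study-named genes, 0.367 for the interferon-stimulated genes, 0.414 for the NF-kB target genes, 0.271 for the inflammasome and pyroptosis genes and 0.414 for the macrophage markers. Fry gave 0.159, 0.160, 0.0578 and 0.160 for the last 4 of these. These tests estimate the correlation between genes from the data, where the reported camera test presets it, and fry does not compare a list with the other genes. Without the genes that the study names, the camera adjusted p-values were 0.000128 for the interferon-stimulated genes and 0.000265 for the p53 target genes. Leaving out 1 library moved the adjusted p-value of the cholesterol synthesis genes between 0.00163 and 0.198, of the macrophage markers between 0.00136 and 0.182, and of the erythroid markers between 0.0631 and 0.676; without tamoxifen 4 the erythroid direction reversed (0.494). The study-named, interferon, p53, NF-kB and inflammasome lists stayed past the threshold in all 6 of these fits. No list of B, T and NK or neutrophil markers could be tested under the main filter, so no alternative gave them a value, and the macrophage list gave none at a mean of 50 counts.

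The replicate block uses numbers shared by the groups. Only numbers 1 and 4 occur in both, which leaves 1 residual degree of freedom. In each group, the library with an unshared number is absorbed by its own block term. The group difference in this fit thus rests on the libraries numbered 1 and 4 alone. The deviations of same-numbered libraries correlated at -0.13 and 0.06, so the libraries share only a number. With the replicate block 215 genes were higher and 26 lower, and 159 of the 234 genes were called again. The Usp18 value was 0.76. The adjusted p-value of the cholesterol synthesis genes was 0.00204 and of the macrophage markers 0.239, and 6 named genes gained and 3 lost their call. The fit thus differs from the reported one in the libraries compared, and the effect of this was not separated from that of the block.

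The mean correlation of log2 CPM moved by more than its spread in 1 case with a prior count of 0.5 and in 1 case with the filter at a mean of 50 counts. Depth limits the genes near 3 counts per library, for which only lower bounds of a fold are given.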

Other observations

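The tests on the levels of transcripts of other cells, on exchanged labels, on Usp18, on tamoxifen 4, on GC content and on mast cell genes were chosen after the results were seen.

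The genes called were set against other splits, depth and sequence composition. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the labels did, which was the real split, and the others gave 0. A design of 3 against 3 cannot give a share under 0.1. Thinning all libraries to the smallest total kept 220 of the 234 genes called, which argues against a difference in depth as the whole cause. Offsets for GC content and transcript length kept 232 of them, which argues against these trends. An action of tamoxifen on sterol synthesis stays open. Of the cholesterol synthesis genes 18 of 20 were lower, with an adjusted p-value of 0.0514 under camera and 0.354 under fry. The shift of this list was -0.327, -0.159 and 0.007 log2 units in tamoxifen 1, 2 and 4. In oil 1, 3 and 4 it was 0.100, -0.174 and 0.073, so the groups overlapped. No library had Cre without a floxed allele, so tamoxifen, Cre activity and loss of Usp18 cannot be told apart in these libraries. The study reports controls in which Cre or tamoxifen by itself left survival of AE9a mice unchanged, but these measured survival and not transcripts.

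Usp18 rose where a fall was the aim. Exchanged group labels could give a ratio of this size. All 17 tested genes named by the study were higher in the libraries labelled tamoxifen, which speaks against such an exchange, but it stays open because the study may have chosen some of the genes on these samples. A candidate explanation is that Usp18 is itself induced by interferon from the remaining copy. The interferon list rose under camera but had an adjusted p-value of 0.159 under fry, so this cannot be told apart either. Counts per gene do not show which exons the reads came from, so transcripts of a copy that lost some exons also stay open.

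The titles and the table number the libraries differently, which could mean that oil 3 and tamoxifen 2 were exchanged. Oil 3 correlated at a mean of 0.991 (0.9907) with the other oil libraries and 0.976 with tamoxifen 1 and 4. Tamoxifen 2 correlated at 0.979 with the other tamoxifen libraries and 0.955 with oil 1 and 4. With the pair exchanged, 0 genes were called and 87 had an unadjusted p-value under 0.05. These values argue against an exchange of the pair.

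Tamoxifen 4 lay near the oil libraries over most genes but not over the p53 and interferon genes. Over 4202 genes called without it and also tested with all 6 libraries, its median position was 0.10 on a scale from the oil mean (0) to the mean of tamoxifen 1 and 2 (1). For 15 p53 target genes among them the median was 0.63, and for 19 interferon-stimulated genes it was 0.52. Random lists of the same size gave a median as far from that of all genes with a p-value of 1e-04 for the p53 genes, the smallest that 10000 lists can give, and 0.0003 for the interferon genes. The 12 NF-kB target genes had a median of 0.03 and a p-value of 0.566. Genes of a list move together, which random lists ignore, so these p-values can be too small. A mixture of changed and unchanged cells in tamoxifen 4 would move all these genes by the same fraction. The medians of 0.63 and 0.52 beside 0.10 argue against a mixture as the whole cause. Of 31 p53 and interferon genes that were higher without tamoxifen 4, 29 lay above every oil library in it. Chance gives 25% for a single gene, but these genes move together and were chosen against the same oil libraries. No p-value follows from this count. The list shifts of tamoxifen 4 were 0.506 for p53 and 0.746 for interferon genes. The highest oil shifts were 0.040 and 0.244, both in oil 3. These shifts argue against an oil library under a tamoxifen label. The comparison of positions rests on 1 library set against 2. A hypothesis is that p53 and interferon genes form one part of the response, shared by the 3 tamoxifen libraries, and that the larger change in tamoxifen 1 and 2 is a further part that may come from the state of those mice or their leukaemia.

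The p53 targets and interferon genes rose together, and it may be that the p53 rise follows interferon signalling alone. The ratio of the p53 shift to the interferon shift was 1.12, 0.54 and 0.68 in tamoxifen 1, 2 and 4, a range of 2.06 times. With 3 libraries this cannot be told apart from a common response.

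Interferon genes could also rise with RNA from other cells. The study describes a sort of GFP-positive cells and calls the host splenocytes GFP-negative, so the gate is meant to exclude host cells. Of the 8 abundant transcripts Cd3e, Gzma, Prf1, Cd79a, Ms4a1, S100a8, S100a9 and Ngp, the highest value in a tamoxifen library was 0.177 CPM. Other transcripts of such cells went higher. Nkg7 rose and reached 56.4 CPM in a tamoxifen library, Lck reached 3.2, Cr2 0.878 and Cd79b 0.823 CPM, and Gzmb was at least 15.6-fold higher. The 8 transcripts argue against RNA from T, NK, B or neutrophil cells, but leave the rises of Nkg7 and Gzmb unexplained. The macrophage markers rose under camera (0.033) and not under fry (0.160), but the complement genes C1qa, C1qb and C1qc did not rise together and reached at most 1.24 CPM in a tamoxifen library. Their means rose by 0.377 CPM in sum, against 373 CPM for the 28 interferon-stimulated genes tested and 37.2 CPM for Irf7 alone, and Slc40a1 was lower (log2 fold change -0.93). These values argue against RNA from macrophages. Cell types without a marker list were not tested.

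Mast cell genes, listed after the values were seen, were higher for 26 of 27 tested (of 32 listed). Their median log2 fold change was 0.72, with a camera adjusted p-value of 1.15e-16. Cyp11a1 rose from 45.6 to 944 CPM (adjusted p-value 0.00338, called in all 6 fits that left out a library), and Fcer1a from 84.0 to 365 CPM (0.0381). Cma1 and Cpa3 had log2 fold changes of 2.16 (0.0551) and 2.11 (0.0640), and passed under DESeq2 (0.00939 and 0.0193). Ms4a2, at 896 and 872 CPM, and Gata2, at 500 and 588 CPM, had adjusted p-values of 0.807 and 0.253. A larger share of mast cells could raise the list. The rise passed the threshold under camera and not under fry (adjusted p-value 0.0866). The high level in oil of transcripts such as Ms4a2 and Gata2 would hide a small share. From the counts, a larger share of mast cells thus cannot be told apart from a change within the leukaemia cells. The gate on GFP that the study describes speaks against mast cells of the host, as far as the sort was pure. Tpsab1 and Tpsb2 of this list are near-identical copies. The granulocyte-monocyte progenitor genes, listed at the same time, did not shift (camera adjusted p-value 0.552, 5 tested).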
